# Genome-scale embryonic developmental profile of gene expression in the common house spider *Parasteatoda tepidariorum*

**DOI:** 10.1016/j.dib.2018.05.106

**Published:** 2018-05-24

**Authors:** Sawa Iwasaki-Yokozawa, Yasuko Akiyama-Oda, Hiroki Oda

## Abstract

We performed RNA sequencing (RNA-Seq) at ten successive developmental stages in embryos of the common house spider *Parasteatoda tepidariorum*. Two independent datasets from two pairs of parents represent the normalized coverage of mapped RNA-Seq reads along scaffolds of the *P. tepidariorum* genome assembly. Transcript abundance was calculated against existing AUGUSTUS gene models. The datasets have been deposited in the Gene Expression Omnibus (GEO) Database at the National Center for Biotechnology Information (NCBI) under the accession number GSE112712.

**Specifications Table**

**Table:** 

Subject area	Biology
More specific subject area	Developmental Biology
Type of data	wiggle format, tab-delimited text
How data was acquired	RNA-Seq by Illumina MiSeq
Data format	Processed
Experimental factors	Successive developmental stages, two replicates
Experimental features	mRNA from whole embryos at each stage was sequenced and the sequence reads were processed.
Data source location	Osaka, Japan
Data accessibility	The data have been deposited in the Gene Expression Omnibus database at NCBI under the accession number GSE112712.
	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112712

**Value of the data**

• The datasets are useful for identifying and characterizing transcripts from the regions of interest in the *P. tepidariorum* genome.
• The datasets are useful for examining developmental changes in expression of a gene of interest.
• The datasets may be used to characterize genes based on their expression levels and profiles.
• The datasets can be visualized in a genome browser where the *P. tepidariorum* genome assembly is embedded.

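For hedgehog, decapentaplegic, twist, forkhead and caudal, gene models of the data table were found through the gene IDs in the table and the gene names of another assembly of the genome, which was used for names only. Coordinates are those of Ptep_1.0. Abundance is given as RPKM, reads normalized to exon length and library size, in whole embryos of 2 developmental series, each from its own pair of parents. Each stage therefore has n = 2. The gene model of hedgehog, aug3.g4322, lies on the plus strand of scaffold 547 from 237576 to 301138. It had 1 read in each series at stage (st) 1, and its mean RPKM was 58.7 ± 22.0 (SD, n = 2) at st4 and 14.2 ± 1.99 (SD, n = 2) at st10. From st1 to st10 its log2(RPKM + 1) rose by 3.86 (standard error 0.33, adjusted p = 1.7e-07 from limma with Benjamini-Hochberg adjustment). It was highest at st4 in series 1, at 74.2 RPKM, and at st6 in series 2, at 55.8 RPKM. The st6 library of series 2 differed from that of series 1 more than the 2 libraries of any other stage did. The gene model of forkhead, aug3.g6985, on the minus strand of scaffold 821 from 35961 to 38224, was highest at st6 in both series, at 53.7 ± 0.611 RPKM (SD, n = 2). That holds for RPKM as deposited. Median-ratio scaling between samples divided the st6 values of 54.1 and 53.2 RPKM by 1.0388 in series 1 and 0.6682 in series 2. The 2 values then lie apart, and series 1 is slightly higher at st5 early (50.2 RPKM as deposited, divided by 0.9572). The gene model of twist, aug3.g14287, on the minus strand of scaffold 1837 from 234376 to 244584, had a first rise to 10.2 ± 0.354 RPKM at st3 and a second to 30.1 ± 0.127 RPKM at st7 (SD, n = 2). At st6 the values were 35.2 RPKM in series 1 and 7.77 RPKM in series 2. The gene model of caudal, aug3.g12643, on the minus strand of scaffold 1522 from 47421 to 84374, stayed under 1 RPKM up to st5 late in both series. It reached 48.7 RPKM in series 1 and 13.3 RPKM in series 2 at st6, and 18.8 and 27.0 RPKM at st7. The gene model of decapentaplegic, aug3.g16926, on the plus strand of scaffold 2360 from 31486 to 100705, was lowest at st3, at 3.69 ± 1.22 RPKM, and highest at st5 late, at 27.5 ± 3.0 RPKM (SD, n = 2). In series 2 alone it was highest at st7, at 25.8 RPKM against 25.4 RPKM at st5 late. Between st1 and st10 it fell by 0.19 on the log2 scale in series 1 and rose by 1.06 in series 2, and the mean change of 0.43 had a limma adjusted p of 0.28. All 5 gene models differed across the 10 stages, with limma adjusted p between 4.8e-09 for aug3.g6985 and 3.9e-05 for aug3.g16926.

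**Figure D1:**
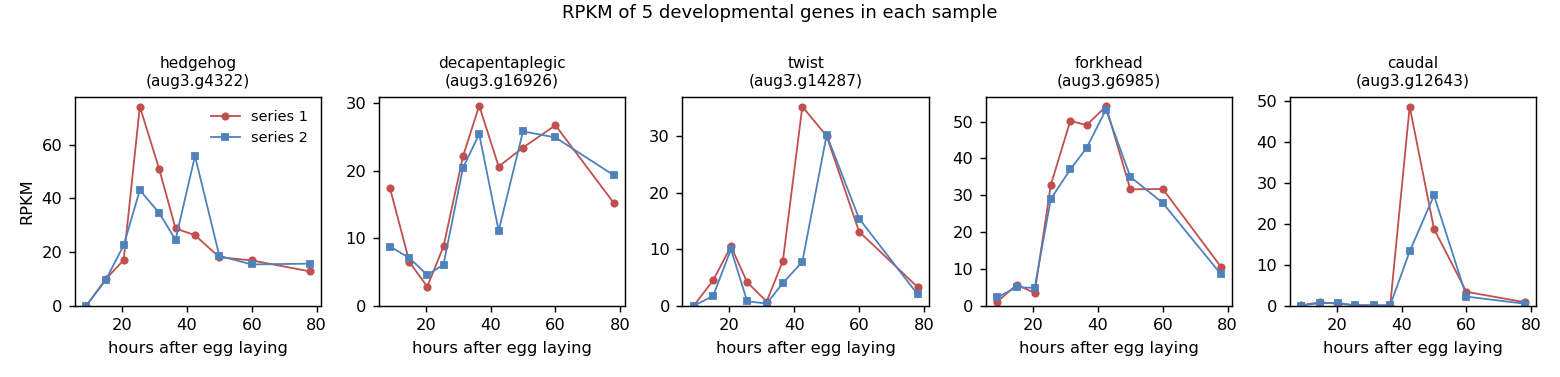
RPKM of the 5 gene models in each sample against hours after egg laying, with 1 line for each series.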

## 1 Data

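The data table lists 27990 AUGUSTUS gene models on 6809 scaffolds of Ptep_1.0, with 14146 on the plus strand and 13844 on the minus strand. A gene ID is given for 18859 gene models (67.4%), and for 16060 of these (85.2%) the first ID given is also listed for a later assembly. Some gene IDs are shared by several gene models: 3563 gene models have exactly the same ID or list of IDs as at least 1 other. Sharing only part of a list was not counted. In the 20 samples 21765 gene models had at least 1 read, and the other 6225 (22.2%) are listed at 0 throughout.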

The genome of *Parasteatoda tepidariorum* has been sequenced and annotated using gene models [1]. Embryonic development of *P. tepidariorum* is divided into more than 10 stages [2], [3], [4]. 

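RNA-Seq libraries were made from whole embryos of 10 developmental stages in 2 series, which gives 20 samples with 2 samples at each stage. In hours after egg laying, the stages were sampled at 9 h (st1, 16 cells), 15 h (st2, 256 cells), 20 to 21 h (st3), 25 to 26 h (st4), 31 to 32 h (st5 early), 36 to 37 h (st5 late), 42 to 43 h (st6), 50 h (st7), 60 h (st8) and 78 h (st10). The authors deposited 1 RPKM value for each gene model and sample, and these values were used as given. Gene models with an RPKM of at least 1 in at least 2 of the 20 samples were tested, which left 13375. Values were converted to log2(RPKM + 1), and 10 stage means were fitted for each gene model with limma, so that all samples share 1 estimate of the spread with 10 residual degrees of freedom. This scale understates the change of weakly expressed genes. The shared estimate takes the spread as equal at all stages, but the 2 libraries of a stage did not differ equally. Their median squared difference was 37.5 times that expected from read counting at st1, 9.71 times at st5 late and 94.15 times at st6. Calls are gene models with a Benjamini-Hochberg adjusted p under 0.05. The number of gene models with an RPKM of at least 1 lay between 10213.5 at st6 and 11131 at st2, as means of the 2 series. In series 1 alone it was lowest at st4, at 10353, and st6 of series 2 had 9820. With median-ratio scaling the lowest mean was at st1. No trend over hours after egg laying was detected across the 10 stages (Spearman's rho = -0.07, two-sided permutation p = 0.87, Pearson's r = -0.02, p = 0.95, both 0.95 after Benjamini-Hochberg adjustment over 6 tests). Without the 2 stages farthest from the median hour, st8 and st10, r was -0.51.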

The datasets described here represent the normalized coverage of mapped RNA sequencing (RNA-Seq) reads along scaffolds of the *P. tepidariorum* genome assembly for ten successive developmental stages (stage (st) 1, st2, st3, st4, st5 early, st5 late, st6, st7, st8, and st10). The normalized abundance of the transcripts was calculated against the annotated gene models and is shown in a data table, together with the features of the gene models.

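Of the 13375 gene models tested, 10676 differed across the 10 stages (limma moderated F test, adjusted p under 0.05). The filter moved this number most: it was 8957 of 10719 with a minimum RPKM of 5. Between consecutive stages, the largest number of gene models changed from st3 to st4, with 1166 higher and 3545 lower at st4. From st1 to st2, 1308 were higher and 2303 lower. From st2 to st3 there were 602 changed gene models and from st8 to st10 there were 754. The 5 steps from st4 to st8 had 179, 116, 81, 48 and 83 in order of stage. With only the 2 stages compared in the fit, 512 changed from st1 to st2 and 3495 from st3 to st4. Such a fit has fewer residual degrees of freedom. Over all tested gene models, the changes in the 2 series correlated with r of 0.33 from st5 late to st6, 0.328 from st6 to st7 and 0.597 to 0.847 at the other steps. The median absolute change in log2(RPKM + 1) over all tested gene models was 0.629 from st3 to st4, 0.543 from st1 to st2 and 0.156 from st7 to st8. With median-ratio scaling in place of RPKM as deposited, the median of all tested gene models from st3 to st4 moved by 0.25 on the log2 scale, and the share of changed gene models that were higher at the later stage went from 24.8% to 44.1%. The share went from 36.2% to 51.9% from st1 to st2 and from 60.5% to 49.2% from st2 to st3. From st1 to st10, 3109 gene models were higher and 4673 lower, and 3830 and 3915 after median-ratio scaling. The largest fall was that of aug3.g9729, on the minus strand of scaffold 1062 from 343158 to 352634 and described as protein ABHD11-like. Its RPKM was 2580 ± 495 at st1, 4850 ± 1170 at st2, 3840 ± 677 at st3, 55.1 ± 52.1 at st4 and 0.097 ± 0.0366 at st10 (SD, n = 2). The st10 value rested on 1 read in series 1 and 2 in series 2. Both are under the 3 reads taken as the smallest abundance the depth can show. From st1 to st10 aug3.g9729 fell by 11.19 on the log2(RPKM + 1) scale (standard error 0.61, limma adjusted p = 1.2e-09). The next was aug3.g592, on the minus strand of scaffold 258 from 462593 to 463909 with no gene ID, which fell by 11.09 (standard error 0.48, limma adjusted p = 1.1e-10). The largest rises were those of 2 gene models described as fatty acid-binding protein-like. The authors filtered alignments by uniqueness before counting, so reads that match both about equally could be missing from either. The first, aug3.g21231 on scaffold 4738 from 1 to 11122, went from 0.196 ± 0.0283 to 1090 ± 178 RPKM (SD, n = 2), a rise of 9.82 (standard error 0.43, limma adjusted p = 1.2e-10). Its st1 value rested on 1 read in each series, also under the limit of 3 reads. The other, aug3.g24515 on scaffold 25967 from 2 to 1441, rose by 9.34 (standard error 0.4, limma adjusted p = 1e-10). At st1 it had 1 read in series 1 and 0 in series 2. At st6 in series 2 these 2 gene models went opposite ways, with aug3.g21231 at 183 RPKM against 575 in series 1, and aug3.g24515 at 813 RPKM against 427. The stage with the highest RPKM was the same in both series for 7319 of 13360 gene models (54.8%) that had reads in both. After the order of the gene models in 1 series was permuted, at most 2101 matched (1000 resamples, one-sided permutation p = 0.001, the smallest they can give).

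**Figure D2:**
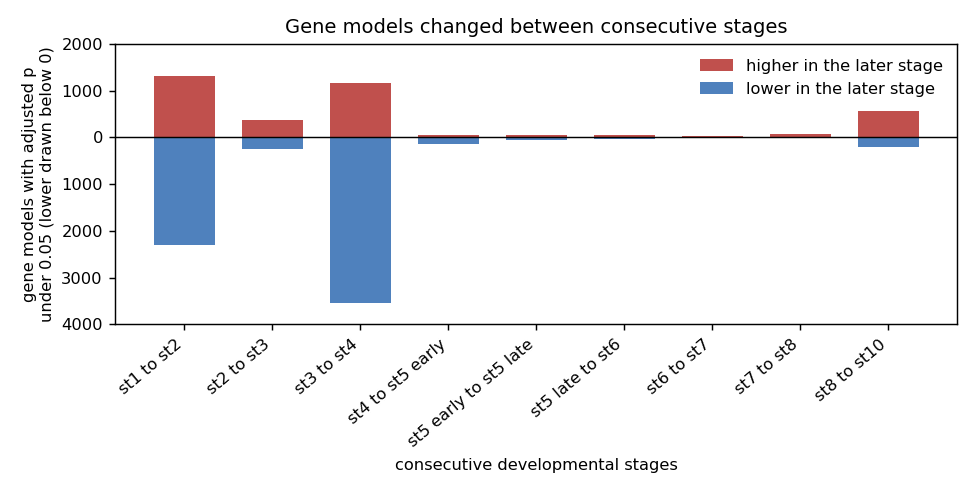
Number of gene models with an adjusted p under 0.05 between each pair of consecutive developmental stages, with those higher in the later stage drawn above 0 and those lower drawn below 0.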

## 2 Experimental design, materials and methods

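The samples of the 2 series were compared stage by stage over the 13375 gene models tested. Pearson's r of log2(RPKM + 1) across gene models, which are not independent replicates, lay between 0.949 (st2) and 0.981 (st7) for 9 of the stages and was 0.928 at st6. For 9 of the 10 samples of series 1, the closest sample of series 2 was that of the same stage (100000 permutations of the stage labels of 1 series, one-sided permutation p = 1e-05, the smallest they can give). The exception was st6 of series 1, which was closest to st7 of series 2 (r = 0.978). Over gene models with at least 50 reads, the median squared difference between the 2 libraries of a stage was 9.71 (st5 late) to 37.5 (st1) times that expected from read counting, and 94.15 times at st6. With stage in the model, 1399 gene models differed between the series (limma, adjusted p under 0.05), with 336 higher and 1063 lower in series 2. Median-ratio scaling, which moved the median series difference by 0.11 on the log2 scale, gave 559 higher and 577 lower. The series differences of 2 stages correlated with a median of 0.24 over the 45 pairs of stages, with a range from -0.06 to 0.7. With the series as a replicate block in the model, 11500 gene models differed across the 10 stages against 10676 without it. The block raised the numbers of changed gene models from 3611 to 4352 for st1 to st2, from 602 to 919 for st2 to st3, from 4711 to 5368 for st3 to st4, from 754 to 915 for st8 to st10, and from 7782 to 8361 for st1 to st10.

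**Figure D3:**
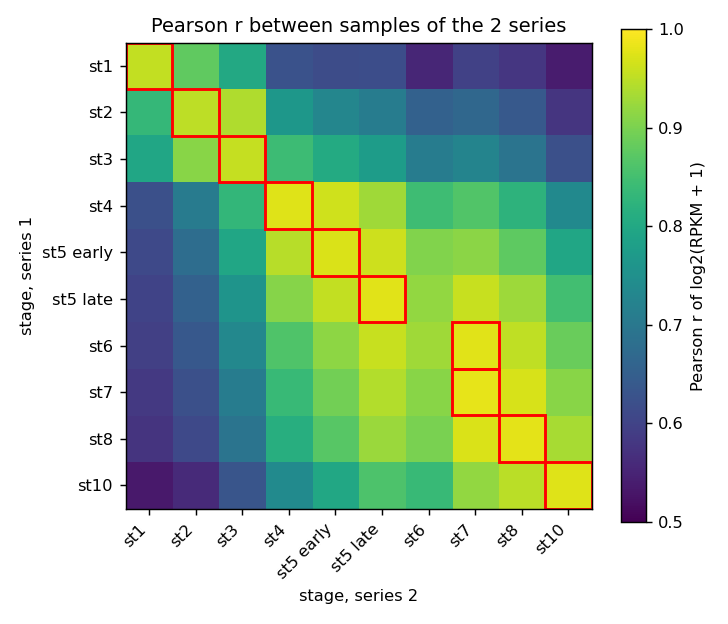
Pearson's r of log2(RPKM + 1) between each sample of series 1 (rows) and each sample of series 2 (columns), with the closest series 2 sample of each row framed in red.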

Two developmental series of mRNA were independently obtained from embryos produced by two pairs of parents and analyzed by RNA-Seq. Embryos were incubated at 25 °C until they reached the appropriate stages. Poly(A) mRNA was extracted using the Dynabeads mRNA DIRECT Kit (Ambion) from 10–100 embryos of each developmental stage. mRNA was fragmented using the NEBNext RNase III RNA Fragmentation Module (New England BioLabs). Sequencing libraries were constructed from the fragmented RNA using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England BioLabs) and NEBNext Multiplex Oligos for Illumina (Index Primers Set 1, New England BioLabs). The libraries were sequenced by Illumina MiSeq. 

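The number of reads in the denominator of the RPKM values, recovered from the values themselves, was between 10122300 and 17019009 for the libraries of series 1 (median 13229095.5) and between 9160802 and 16397271 for those of series 2 (median 11303567). Of these reads, 77.47 to 88.54% lay on gene models in 19 libraries and 92.82% in the st6 library of series 2. For a gene model with the median exon length of 1475 bp, 1 read was worth 0.04 to 0.074 RPKM, and 3 reads 0.12 to 0.222 RPKM.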

Sequence reads were trimmed to remove the adaptor and primer sequences and low-quality sequences, using the CLC Genomics Workbench 7.0.3 (Qiagen). The parameter settings for the quality trimming were as follows: trim using quality scores, limit=0.05; trim ambiguous nucleotides, maximum number of ambiguities=2; and filter on length, discard reads below length=30. Trimmed reads were then aligned to Ptep_1.0 genome assembly (Ptep_1.0, GCA_000365465.1) using the BLAT algorithm version 34 in the DDBJ Read Annotation Pipeline (https://p.ddbj.nig.ac.jp/pipeline/) with default settings. The output alignments were filtered based on quality, coverage, and uniqueness using a PERL script filterPSL.pl available from the AUGUSTUS 3.0.1 scripts folder (http://bioinf.uni-greifswald.de/augustus/). The parameter settings were as follows: minimum coverage, 60%; minimum percent identity, 90%; uniqueness threshold, 0.96. The filtered alignments were converted into SAM files with a custom PERL script. Using the SAM files, the abundance of the mRNAs fitting AUGUSTUS gene models [1] was calculated with htseq-count v. 0.6.1p1 in -s reverse, -m union settings and was normalized in reads per kilobase of exon per million reads (RPKM). 

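For 21737 of the 21765 gene models with any reads (99.87%), 1 exon length gave whole numbers of reads in every sample. With denominators shifted by 0.1%, 261 of 18078 gene models with reads in at least 5 samples had such a length, against 18054.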

The alignments were converted into wig files using the aln2wig script available from the AUGUSTUS 3.0.1 scripts folder. Scores in the wig files represent the normalized read coverage (per 10 million reads).

# Supplementary material for: Genome-scale embryonic developmental profile of gene expression in the common house spider Parasteatoda tepidariorum
**Source:** Data Brief. 2018 May 24;19:865–7. doi: 10.1016/j.dib.2018.05.106
**Supplement:** Supplementary file 1 — Supplementary material

## AUTHOR DECLARATION TEMPLATE

We wish to draw the attention of the Editor to the following facts which may be considered as potential conflicts of interest and to significant financial contributions to this work. [OR]

We wish to confirm that there are no known conflicts of interest associated with this publication and there has been no significant financial support for this work that could have influenced its outcome.

We confirm that the manuscript has been read and approved by all named authors and that there are no other persons who satisfied the criteria for authorship but are not listed. We further confirm that the order of authors listed in the manuscript has been approved by all of us.

We confirm that we have given due consideration to the protection of intellectual property associated with this work and that there are no impediments to publication, including the timing of publication, with respect to intellectual property. In so doing we confirm that we have followed the regulations of our institutions concerning intellectual property.

We further confirm that any aspect of the work covered in this manuscript that has involved either experimental animals or human patients has been conducted with the ethical approval of all relevant bodies and that such approvals are acknowledged within the manuscript. [CAN BE DELETED IF NOT RELEVANT]

We understand that the Corresponding Author is the sole contact for the Editorial process (including Editorial Manager and direct communications with the office). He/she is responsible for communicating with the other authors about progress, submissions of revisions and final approval of proofs. We confirm that we have provided a current, correct email address which is accessible by the Corresponding Author and which has been configured to accept email from (PLEASE CONFIRM WHAT E-MAIL ADDRESS YOU WISH TO INSERT HERE) **

Signed by all authors as follows:

[LIST AUTHORS AND DATED SIGNATURES ALONGSIDE]

*Hirotaka Oda* April 19th, 2018

*Sawa Iwasaki-Yokozawa* April 19th, 2018

*Yasuko Akoyama-Oda* April 19th, 2018

How the deposited data were processed for this re-analysis (not part of the article)

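RNA-Seq of poly(A) mRNA from whole *P. tepidariorum* embryos was examined at 10 developmental stages in 2 series from 2 pairs of parents. Stage and series of each sample were taken from the labels and the paper. The authors trimmed the reads, aligned them to Ptep_1.0 with BLAT, filtered the alignments by coverage, identity and uniqueness, counted reads by strand on AUGUSTUS gene models with htseq-count and deposited the abundance of each gene model as RPKM. The deposited table has 20 RPKM columns, each matched to a sample by its stage and replicate number, and 0 further columns of values. The coverage tracks were not used here.

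From the RPKM values, the read total of each library and the exon length of each gene model were recovered. The recovery was tested on simulated reads of the real gene models: all 20 denominators came back exactly, and the length came back for 99.95% of 17294 gene models. The simulated gene models were those with a recovered length, and their reads were redrawn from the recovered ones. The test therefore shows that lengths set in advance come back, not that those recovered from the real data are right. An earlier simulation, with spans that were whole multiples of the exon length, did not return most of the denominators. It was replaced by the simulation on the real gene models, and the recovery itself was not changed. Read totals ranged from 9160802 to 17019009. The limit of 3 reads, the smallest abundance the depth can show, covers counting error only.

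The paper reports no test between stages. RPKM values are not counts, so tests were run on log2(RPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend), with gene models at an RPKM of at least 1 in at least 2 samples and Benjamini-Hochberg adjustment over the 13375 gene models. Stages were compared by a moderated F test, by contrasts of consecutive stages and by st10 against st1, all from 1 fit of the 10 stage means. The difference between the series was fitted with stage as a factor. The pairing of samples comes from the replicate number in the labels, which names the pair of parents. On simulated reads with 200 gene models changed by 2 on the log2 scale from st7 to st8 at a dispersion of 0.05, the test recovered 181 of them (90.5%), all in the right direction, with 12 false calls among 193, over 13110 gene models tested. The simulated reads had 1 dispersion for all stages and no difference between the series. These rates therefore need not hold for the real libraries. Correlations, permutation tests and plots were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

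The genes named, apart from 2 picked after the data were seen from the 5 that differ most between the series, were fixed by a rule before the data were examined: the 2 gene models with the largest rise and the 2 with the largest fall from st1 to st10 among those called and moving the same way in both series, and 5 developmental genes wherever a table pairs their names with gene models. Gene names other than the table's own descriptions came from RefSeq's CAS_Ptep_4.0, of which no coordinates were used. The alternatives tried were a pseudocount of 0.1, no filter, a minimum RPKM of 5, median-ratio scaling between samples, the replicate block, a fit of only the 2 stages compared, limma's voom weights on the recovered reads, each series alone, detection limits of 0.5 and 5 RPKM, and no stage term in the comparison of the series. Leaving out both st6 samples was added after the data were seen.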

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

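The tests of the st6 library against mislabelling and against a mixture of stages were chosen after their results had been seen, as was the division of the stages into st1 to st3 and st4 to st10.

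Within each series, 5 measures of the libraries and the correlation between the series were searched for single values far from the other 9, which made 11 sets of 10 values. 1 value stood out, and 1 in 20 sets does so by chance. In the st6 library of series 2, the 10 gene models with the most reads took 10.2% of the reads on gene models, against at most 6.742% in the other libraries of the series. The median log2 difference from series 1 at st6 was -0.35, and r between the series at st6 was 0.928 against 0.949 to 0.981 at the other stages. Low depth does not account for this r, as 17 libraries had fewer reads on gene models. Thinning all to 7424680 such reads, which could hardly raise it, gave 0.926. Without the 100 gene models with the most reads in that library, which held 38.5% of its reads against 22.1% in series 1, r was 0.925. The highest r of the library with any sample of series 1 was 0.928, with st6 itself. The best weighted sum of the series 1 stages reached 0.929. With the median shift of 20 classes of exon length removed r was 0.93, and with that of 20 classes of abundance removed it was 0.934. GC content and the preparation of the library were not tested, and no biological explanation was tested beyond the stage. The pattern cannot be told apart from a difference in library preparation.

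The difference between the series appeared to change between early and late stages. A test of this, on the 10 stage-wise series differences, called 2159 gene models (limma, adjusted p under 0.05) between the 3 stages st1 to st3 and the 7 stages st4 to st10. Of 100 of the 120 divisions of the stages into 3 and 7, only the real division, 1 of the 100, gave as many. The next highest gave 828 and the median of the others was 0. As this division was chosen after its contrast had been seen, this is no independent support for it. The series differences of 2 early stages correlated with a median of 0.61 over gene models (0.59 to 0.67). Those of an early with a late stage had a median of 0.11 (-0.06 to 0.34). Those of 2 late stages overlapped with this range, with a median of 0.45 (-0.02 to 0.7, and 0.37 to 0.7 without st6). Gene models expressed at only some of the stages do not account for the low early-late median. A gene model expressed at all stages can still change in level, which was not separated here. Over the 4256 gene models with an RPKM of at least 5 in all 20 samples, the early-late correlation was 0.07 (-0.27 to 0.39). The early-early correlation was 0.62 (0.49 to 0.64) and the late-late correlation 0.47 (-0.2 to 0.72). After the part of each series difference that follows the change between neighbouring stages was removed, the early-early correlation was 0.64 and the early-late correlation 0.11. This hardly moved the values, so it does not show whether the series differed in age. The differences at st3 and st4 correlated at 0.3 over the 1699 gene models with little change between them, at 0.3 over the 741 that rose at least 2-fold (difference 0, one-sided permutation p = 0.49) and at 0.29 over the 1860 that fell as much. RNA carried over into st4 would make these stages alike, so this does not bear on why early and late stages differ. Whether the libraries of st1 to st3 and of st4 to st10 were prepared at different times was not tested, so the pattern cannot be told apart from a batch of libraries, nor from a difference in age.

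For decapentaplegic, the change from st1 to st10 was -0.19 in series 1 and 1.06 in series 2, a difference that was not tested with 1 sample at each stage.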

How the results depend on the processing

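All alternatives were set before the data were examined unless said otherwise. The number of gene models differing across the 10 stages lay between 8957 (minimum RPKM of 5) and 11500 (replicate block), and that for st1 to st10 between 6502 and 8428. The numbers for st3 to st4 lay between 3495 and 5518 and stayed the largest of the consecutive steps in each fit. The 8428 and 5518 came from leaving out both st6 samples, which was chosen after the data were seen. With the alternatives set before, the highest numbers were 8361 and 5368, both with the replicate block. The step from st1 to st2 and the smaller steps moved more, and the causes were not tested.

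With only the 2 stages compared in the fit, 512 gene models changed from st1 to st2 and 164 from st8 to st10. In the same fits 0 changed from st2 to st3, st4 to st5 early, st5 early to st5 late, st5 late to st6, st6 to st7 and st7 to st8, where 1576, 1555, 1741, 719, 486 and 1080 had an unadjusted p under 0.05. A pseudocount of 0.1 gave 245 for st2 to st3, 46 for st5 late to st6, 13 for st6 to st7, 25 for st7 to st8 and 493 for st8 to st10. With voom weights on the recovered reads the numbers were 235 for st2 to st3, 85 for st4 to st5 early, 42 for st5 early to st5 late, 51 for st5 late to st6, 26 for st6 to st7 and 34 for st7 to st8. The replicate block gave 919 for st2 to st3, 225 for st5 early to st5 late and 142 for st5 late to st6. Median-ratio scaling gave 132 for st5 late to st6, and a minimum RPKM of 5 gave 497 for st8 to st10. Without both st6 samples, an alternative chosen after seeing the data, 1178 changed from st2 to st3 and 242 from st5 early to st5 late, and the steps into and out of st6 have no value. Dropping a series leaves 1 sample at each stage, so no calls were made that way.

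The number of gene models differing between the series was 763 with no filter and 108 without the stage term. It was between 1136 and 1915 under the other alternatives. For the change in series difference between st1 to st3 and st4 to st10, median-ratio scaling gave 1741 and leaving out st6 gave 3993, both chosen after seeing the data.

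The median absolute log2 change followed the pseudocount and the filter. In order of stage, a pseudocount of 0.1 gave 0.71, 0.437, 0.872, 0.34 and 0.307 for the 5 steps up to st5 late, 0.216 for st7 to st8 and 0.326 for st8 to st10. With no filter the values were 0.12, 0.091, 0.132, 0.057, 0.051 and 0.06 for the 6 steps up to st6, 0.041 for st7 to st8 and 0.056 for st8 to st10. A minimum RPKM of 5 gave 0.608 for st1 to st2, 0.713 for st3 to st4 and 0.236 for st5 early to st5 late, where median-ratio scaling gave 0.223. With 1 series left out at a time, the values went from 0.536 to 0.601 for st1 to st2, 0.3 to 0.412 for st2 to st3, 0.607 to 0.722 for st3 to st4, 0.245 to 0.281 for st4 to st5 early, 0.243 to 0.246 for st5 early to st5 late, 0.212 to 0.553 for st5 late to st6, 0.17 to 0.554 for st6 to st7, 0.149 to 0.219 for st7 to st8 and 0.235 to 0.292 for st8 to st10.

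The trend in the number of gene models detected had a rho of -0.07 and -0.39 at detection limits of 0.5 and 5 RPKM (r without st8 and st10 -0.53 and -0.69), 0.22 with median-ratio scaling and from -0.25 to 0.08 with 1 series left out, and in none of these was the permutation p under 0.05. For decapentaplegic the change from st1 to st10 went from -0.19 to 1.06 with 1 series left out. 2 results for single genes came under the threshold: with median-ratio scaling that of decapentaplegic, at 0.75, and with a pseudocount of 0.1 that of caudal, at 1.96. The closest sample was that of the same stage for 9 stages under each of the 4 alternatives tried. The same peak stage was found for 6046 of 10717 gene models with a minimum RPKM of 5, 9077 of 19475 with no filter and 6836 of 13360 with median-ratio scaling, and the pseudocount cannot change it.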

Other observations

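The test by splits was set after its result was seen, and those on neighbouring gene models before.

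Of 100 of the 512 splits that put 1 sample of each stage on each side, only the split by series, 1 of the 100, gave as many as 1399 gene models. The largest of the others gave 341 and their median was 0. The series differ in their parents, and whether they also differ in library preparation was not tested. Most differences were small, with a median of 0.58 on the log2 scale and 184 gene models above 1. A gene model described as ras-related protein Rab-33B-like (aug3.g17441, scaffold 2528, 100739 to 109534) was at 0.0665 to 0.796 RPKM in the 10 samples of series 1 and at 6.48 to 56.0 RPKM in those of series 2, with 56 and 5279 reads in all (log2 difference 4.55, limma adjusted p = 4.5e-07, higher in series 2 at 10 of 10 stages). A gene model described as glycine receptor subunit alphaZ1 (aug3.g26029, scaffold 133, 1017600 to 1052934) had 3975 reads in series 1 and 7 in series 2 (log2 difference -3.23, limma adjusted p = 5.1e-05, lower in series 2 at 10 of 10 stages). Variants of the parents were not examined.

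Neighbouring gene models that do not overlap on a scaffold were compared in their mean profile over the 10 stages. For 396 pairs of neighbours that share a gene ID the median correlation was 0.91, so that such pairs may be 2 parts of 1 gene, whereas random pairs from different scaffolds had a median of 0.04. For 7945 neighbouring pairs with different gene IDs it was 0.11, above all 1000 sets of random pairs (highest 0.07). Pairs on opposite strands, which are not parts of 1 gene and into which reads would not run on in a count by strand, had a median of 0.1 over 5122 pairs (highest of 1000 random sets 0.08). Pairs on the same strand had 0.14 over 2823 pairs (highest 0.11), to which split genes and such reads could add. GC content was not tested, so this small excess cannot be told apart from it.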
